# Long Non-Coding RNA Expression Profile in the Kidneys of Male, Low Birth Weight Rats Exposed to Maternal Protein Restriction at Postnatal Day 1 and Day 10

**DOI:** 10.1371/journal.pone.0121587

**Published:** 2015-03-31

**Authors:** Yanhong Li, Xueqin Wang, Mengxia Li, Jian Pan, Meifang Jin, Jian Wang, Xiaozhong Li, Xing Feng

## Abstract

**Background:**

Long non-coding RNAs (lncRNAs), which are involved in a variety of biological functions and aberrantly expressed in many types of diseases, are required for postnatal development. In this study, we aimed to investigate the lncRNA profiles in low birth weight (LBW) rats with reduced nephron endowment induced by the restriction of maternal protein intake. LBW by reduced nephron endowment is a risk factor for hypertension and end-stage renal disease in adulthood.

**Methods:**

Kidneys were obtained from LBW rats fed a low-protein diet throughout gestation and lactation as well as from normal control rats born from dams fed normal protein diets at postnatal day 1 (p1) and 10 (p10). The total number of glomeruli in the kidneys was counted at p10. LncRNA expression profiles were analyzed by sequencing and screening using the Agilent Rat lncRNA Array. Quantitative real-time PCR (qRT-PCR) analysis of these lncRNAs confirmed the identity of some genes.

**Results:**

The total number of glomeruli per kidney at p10 was significantly lower in LBW rats than in controls. A total of 42 lncRNAs were identified to be significantly differentially expressed, with fold-changes ≥2.0, between the two groups. According to correlation analysis between the differentially expressed lncRNAs and mRNAs involved in kidney development, we randomly selected a number of lncRNAs for comparison analysis between LBW and control kidneys at the two time-points, p1 and p10, using qRT-PCR. Three lncRNAs (TCONS_00014139, TCONS_00014138, and TCONS_00017119), which were significantly correlated with the mRNA expression of mitogen-activated protein kinase 4, were aberrantly expressed in LBW rats, compared with controls, at both p1 and p10.

**Conclusions:**

LncRNAs are aberrantly expressed in the kidneys of LBW rats, compared with controls, during nephron development, which indicates that lncRNAs might be involved in impaired nephron endowment.

## Introduction

Low birth weight (LBW) induced by intrauterine growth restriction (IUGR) is considered to be a predisposing factor for hypertension and renal disease in adulthood [1–3]. IUGR often leads to reduced nephron endowment in LBW infants. A linear relationship between nephron number and birth weight was previously identified in children and adults [4]. Reduced nephron endowment at the beginning of life may be subsequently cause a long-term risk of hypertension and renal disease in adult life [5–8]. However, the underlying mechanism of how LBW is linked to reduced nephron endowment remains to be established.

Long non-coding RNAs (lncRNAs) are defined as non-coding RNAs that are longer than 200 nucleotides in length [9]. Accumulated evidence has indicated that lncRNAs exhibit important roles in various biological processes [9, 10]. The aberrant regulation of lncRNAs has been shown to be associated with a variety of human diseases, such as neurological disorders, heart diseases, and kidney disorders [11–14].

To date, a few studies on the roles of lncRNAs, as crucial regulators, during normal development have been reported [15–19]. Sauvageau et al. revealed that lncRNAs are required for brain development by using multiple knockout mouse models [17]. Zhu et al. suggested that lncRNAs might be involved in heart development [18]. In renal development, a previous study suggested that mesodermal specific cDNA or transcripts and H19, an imprinted gene, are developmentally regulated, and their concomitant decreased expression might be responsible for the perturbed epithelial and mesenchymal interactions leading to dysmorphogenesis of the metanephros [20]. However, little is known about the overall expression status of lncRNAs during nephron development. The purpose of the study is to investigate the lncRNA profiles in LBW rat kidneys with low nephron number induced by the restriction of maternal protein intake, compared to normal controls. This would enable us to understand whether lncRNAs might play a role in reduced nephron endowment.

## Materials and Methods

### Ethics Statement

This study was conducted in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Children’s Hospital of Soochow University. All surgery was performed under 10% chloral hydrate anesthesia, and all efforts were made to minimize suffering of rats.

### Animals

Sprague-Dawley rats, weighing approximately 200–250 g, were obtained from the JOINN Laboratories, Inc., SuZhou, China (Grade II), and bred in the *animal laboratory* of Soochow University Medical Center for two weeks before mating. The female rats were mated by exposure to males. Pregnant rats, which were confirmed by the presence of sperm in the vaginal smear, were randomly fed either a normal protein diet (22.2% protein) or an isocaloric low-protein diet (6.6% protein) to induce LBW during the pregnancy. Food was available *ad libitum*. The composition of these diets is shown in Table 1. During the experiment period, the animals were maintained with a 12-h light/dark cycle, in climate controlled and pathogen-free conditions. The rats had free access to tap water. All pups stayed with their dams until sacrificed. The dams were maintained on normal or low-protein diets during the first 10 days of the lactation period. Litters with larger (>16) and smaller (<6) pups were considered abnormal and were excluded from the study to ensure an adequate and standardized nutrient supply. The number of pups per litter was similar between the two groups.

**Table 1:** Composition of normal and low protein diets fed to dams during pregnancy and the first 10 days of lactation period.

	Composition (% by weight)	Protein (%)	Energy (KJ/100g)
Normal protein diet	Wheat 34%, maize 26%, soybean powder 27%, fishmeal 5%, alfalfa powder 2%, rapeseed oil 1%, premix 5%	22.2	1620.4
Low-protein diet	Maize 50%, wheat 26.5%, sucrose 13%, fishmeal 3%, rapeseed oil 2.5%, premix 5%	6.6	1568.7

Birth weights were measured on the first day of postnatal life within 12 h after delivery. LBW was defined as a birth weight <2 *standard deviation* (SD) below the mean of the control pups (mean-2SD) that were born from dams fed normal protein diets. Because nephrogenesis continues after birth until postnatal days 7–10 in rats [21, 22], LBW rats born from dams fed low-protein diets and normal birth weight controls from dams fed norm protein diets were investigated on both postnatal day 1 (p1) and day 10 (p10) of life. Seven rats were randomly selected from each group at each time point of the study. Because there was a significant difference between male and female LBW rats in the total number of glomeruli per kidney at p10 and creatinine clearance in adulthood (data not shown), only newborn male rats were used in the study to avoid possible gender differences.

### Collection of kidney tissues

LBW and normal control rats at p1 or p10 were anesthetized with 10% chloral hydrate (300–500 mg/kg), which was given intraperitoneally after weighing. Both kidneys were removed and weighed. The right kidney was used for the immediate estimation of glomerular number. The left kidney was rapidly harvested, rinsed in saline, and kept frozen at -80°C until the measurements of tissue lncRNA and mRNA levels.

To assess the expression of lncRNAs in different tissues, LBW and normal control male rats at p10 were anesthetized, and their kidney, liver, brain, and lung were excised for the measurement of lncRNAs by quantitative real-time PCR (qRT-PCR) in a separate experiment.

### Glomerular count

The total number of glomeruli was determined using the modified maceration method [23, 24]. Briefly, the right kidney from LBW and control rats at p10 was cut into small pieces and incubated in 1% ammonium chloride for 2 h at room temperature, followed by gentle pipetting in 20 mL of 50% hydrochloric acid for 90 min at 37°C. The tissue was homogenized through repeated pipetting, and incubated in 45 mL phosphate buffered saline overnight at 4°C. After slow-speed centrifugation, the resultant pellet, containing the glomeruli, was resuspended in 10 mL distilled water. Twenty 20-μL aliquots were pipetted onto counting slides and covered with slips. The number of glomeruli in the aliquot was counted at 10 x magnification. The total number of glomeruli per kidney was extrapolated mathematically from the counting of all the aliquots.

### Microarray expression analysis

The Agilent Rat lncRNA Array was designed for profiling both lncRNAs and protein coding RNAs of the rat genome (8*60 K, Design ID: 062716). A total of 9,984 lncRNAs and 30,367 coding transcripts were collected from the most authoritative databases, including RefSeq, UCSC Knowngenes, Ensembl, and other related literature. Three rats at p10 were randomly selected from each group for the microarray expression analysis.

The microarray analysis was performed based on the manufacturer’s standard protocols. Briefly, RNA derived from the rat kidneys was extracted using the mirVana RNA Isolation Kit. RNA quality and quantity were evaluated using a NanoDrop ND-2000 Spectrophotometer and RNA integrity was assessed by Agilent Bioanalyzer 2100. After assessment, total RNA were transcribed to double-stranded cDNA, then synthesized into fluorescent cRNA and labeled with Cyanine-3-CTP using the Quick Amp labeling kit. According to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol, the labeled cRNAs were hybridized onto the microarray. After washing, the hybridized arrays were fixed and scanned using an Agilent DNA microarray scanner (G2505C). Raw and processed microarray data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through (GEO) series accession number, GSE64239.

### Microarray data analysis

Agilent Feature Extraction software (version 10.7.1.1) was used to analyze array images. Quantile normalization and subsequent data processing were performed using Agilent GeneSpring GX software (version 12.5). Differentially expressed lncRNAs and mRNAs were identified through fold change and *p* values. The threshold used to screen up/down-regulated genes was a fold change ≥2.0 and a *p* value ≤0.05, as calculated with Student’s t-test. Hierarchical clustering was performed to display the distinguishable expression pattern of the lncRNAs among samples.

### Bioinformatics analysis

Because lncRNAs have been shown to be preferentially located next to genes with developmental functions [9, 25], the nearest protein-coding gene was identified for each lncRNA locus using UCSC Genome Bioinformatic tools (http://genome.ucsc.edu). In addition, correlation analysis between differentially expressed lncRNAs and mRNAs from microarray data was performed to investigate the relationship between lncRNAs and their coding genes. Pearson correlation coefficients ≥0.90 with *p* value <0.05 indicate a significant relationship.

### Quantitative real-time PCR

Total RNA was extracted from kidney, liver, brain, and lung tissues obtained from LBW and normal control rats at p1 or p10 using the mirVana RNA Isolation Kit. For reverse transcription-PCR, cDNA was synthesized in a 10 μl reaction volume containing 0.5 μg RNA, 2 μl of PrimerScript buffer, 0.5 μl of oligo dT, 0.5 μl of random 6mers, and 0.5 μl of PrimerScript RT Enzyme Mix I. The reactions were conducted in a GeneAmp PCR System 9700 for 15 min at 37°C, followed by heat inactivation of reverse transcription for 5 s at 85°C, according to the manufacturer’s instructions.

Quantitative RT-PCR was performed on the LightCycler 480 Ⅱ Real-time PCR Instrument with 1 μl reverse transcription product, 0.2 μl forward and reverse primers, and 5 μl of 2 × LightCycler 480 SYBR Green I Master mix. The PCR conditions included an initial denaturation step of 10 min at 95°C, followed by 40 cycles of amplification and quantification (95°C for 10 s and 60°C for 30 s). Each sample was measured in triplicate. The specificity of the expected PCR product was ensured by melting curve analysis and electrophoresis on agarose gels (data not shown). The gene expression of all the target sequences was normalized to the expression of an endogenous control, glyceraldehyde 3-phosphate dehydrogenase (GAPDH). The mean of each triplicate was used to calculate the relative concentration of the lncRNAs (Ct = Ct mean lncRNAs-Ct mean GAPDH). The fold changes in lncRNA expression between LBW and control rats were calculated by the 2^-ΔΔCt^ method. The sequences of the primers, which were designed in the laboratory and synthesized by Generay Biotech, are listed in Table 2.

**Table 2:** Real-Time PCR Primers for 5 lncRNAs and GAPDH.

Gene	Forward primer	Reverse primer
TCONS_00116697	GTGGGCATCCTGTTCATATC	CTAGCAGGACCTCATTCATTT
TCONS_00038464	TCCCTTCTCCCTGCTTTC	CCCACAATCATGTTTGACCA
TCONS_00014139	CACCACCAGTTATAAGCG	TGACGGATGAGCCGATAC
TCONS_00014138	AGTATCCAGTAAGCGGTG	TCTGGCTTCCTGAGCATAG
TCONS_00017119	CAGCAGATGAAGTGATATCTCG	CAGAAGAGGGCATTAAATTACC
GAPDH	GCGAGATCCCGCTAACATCA	CTCGTGGTTCACACCCATCA

GAPDH, glyceraldehyde 3-phosphate dehydrogenase

### Statistical analysis

Statistical analyses were performed using SPSS Statistics 13.0. Results are presented as mean±SD. Differences between LBW and control rats were analyzed using the Student’s t-test or the Mann-Whitney U-test. Spearman correlation was used to examine the relationship between glomerular number and body weight at birth. A value of *p* <0.05 was considered to be statistically significant.

## Results

### Body weight and glomerular number in the LBW rats compared with the normal control rats

The exposure to a low-protein diet throughout gestation induced IUGR in rats. There was a significant difference in the birth weight of pups of dams fed with normal and low-protein diets. All pups born from dams fed low-protein diets developed LBW, defined as a birth weight <6.0 g (mean-2SD of the control pups born from dams fed normal protein diets).

Male rats with LBW born from dams fed a low-protein diet throughout gestation and the first 10 days of lactation period and control male rats with normal birth weight born from dams fed normal protein diets were randomly selected for the study (n = 7 for each group at each time point). The total number of glomeruli in the right kidney was counted at p10 of life.

As shown in Fig 1A, LBW rats had a significantly lower body weight compared with controls at p1 (4.8 ± 0.6 vs. 7.0 ± 0.8 g; *p* = 0.001; n = 7). The difference in body weight remained statistically significant at p10 (8.3 ± 0.5 vs. 20.8 ± 0.5 g; *p* = 0.001; n = 7). The total number of glomeruli per kidney at p10 was also significantly lower in LBW rats than in control rats (59017 ± 6331 vs. 77392 ± 6485; *p* = 0.001; n = 7).The glomerular number and the distribution of glomerular number by birth weight are shown in Fig 1B and 1C.

**Fig 1:**
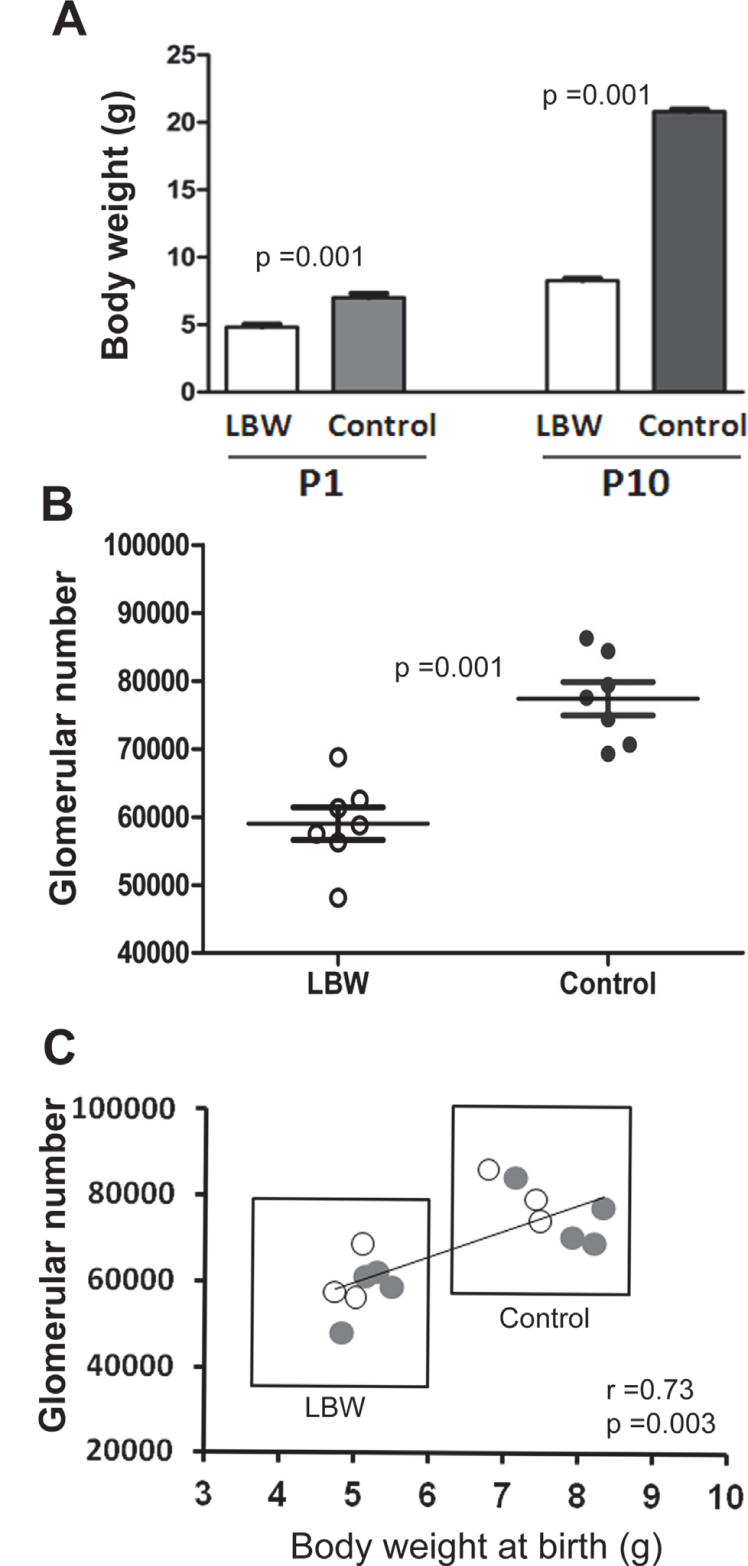
Body weight and glomerular number in low birth weight rats compared with controls. **A:** Body weight in low birth weight (LBW) rats compared with normal controls at postnatal day 1 (p1) and 10 (p10). Values are means with SD. **B:** Comparison of glomerular number between LBW and control rats at p10. Each circle represents an individual rat and the horizontal and vertical lines indicate the means and SD. *p* Value between LBW and control rats was calculated by the Mann-Whitney U-test, n *=* 7 for each group. **C:** Scatter plot showing the distribution of glomerular number based on birth weight. The number of glomeruli was positively correlated with body weight at birth. r = Spearman’s correlation coefficient. The open circles represent the three rats randomly selected for microarray analysis from each group.

### LncRNAs are aberrantly expressed in the kidneys of LBW rats compared with the normal controls

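Kidney RNA of 3 low birth weight (LBW) rats, born to dams on a 6.6% protein diet, and of 3 control rats, born to dams on a 22.2% protein diet, was hybridized at postnatal day 10 to one-colour arrays, 1 array per rat. Each array held 61411 non-control spots for 9984 lncRNA probes, most of them spotted 3 times, and 30367 mRNA probes. The authors read the images with Feature Extraction, which gives each spot an intensity after background subtraction, and deposited these intensities and a table of log2 values after quantile normalization between arrays. Between 79.9% and 83.6% of the spots of an array were well above background by the scanner software's own flag, and no spot was saturated. Here the intensities were quantile normalized again over the non-control spots, set to at least 1 and put on the log2 scale, spots marked as outliers were left out, and the spots of a probe were averaged. Probes well above background on all 3 arrays of at least 1 group were tested with limma, with Benjamini-Hochberg adjustment over lncRNA and mRNA probes together. A probe counted as well above background on an array where at least a 0.5 share of its kept spots did. This share was chosen after the authors' normalized values had been looked at. The number of arrays limits the precision of every value, and an exact permutation test of 3 arrays against 3 cannot give a p under 0.1. The diets were given to dams, and neither the paper nor the sample labels tell which dam each rat came from. Limma took each rat as independent, so its p values do not allow for rats of 1 litter. All arrays lay on 1 slide. The control arrays and LBW 1 were in row 1 of the slide, and LBW 2 and LBW 3 were in row 2, so the row was partly tied to the group.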

To study the potential role of lncRNAs in the development of nephrons, we used a second-generation LncRNA microarray to determine the lncRNA and mRNA expression profiles in the kidneys of p10 rats with low glomerular number. Three rats were randomly selected from each group at p10 (indicated by open circles in Fig 1C). 

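With at least a 0.5 share of a probe's spots required, 7548 lncRNA probes and 26060 mRNA probes were well above background on all 3 arrays of a group. The count depended on the rule. Probes above background on at least 1 array numbered 8220 for lncRNAs and 27689 for mRNAs, and probes above background on all 6 arrays numbered 7122 and 25199.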

In total, 8,941 lncRNAs and 27,697 coding transcripts were detected by the microarray. As shown in S1 and S2 Tables, the expression patterns of lncRNA and mRNA in the kidneys between LBW and control rats were significantly different. 

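Over the tested probes, the log2 values of 2 arrays of the same group had a Pearson correlation across probes between 0.987 and 0.994, and those of 2 arrays of different groups between 0.984 and 0.991. These correlations are across probes, which are not independent replicates, and the ranges overlapped. Without control 1 they did not overlap, with 0.993 to 0.994 within and 0.989 to 0.991 between the groups. At an unadjusted p under 0.05 from limma, 1111 lncRNA probes and 3937 mRNA probes differed between LBW and control kidneys. After adjustment, 10 lncRNA probes (1 higher and 9 lower in LBW rats) and 38 mRNA probes (15 higher and 23 lower) had an adjusted p under 0.05. These counts moved with the filter, the test and the arrays. Without a filter on dim probes, limma gave 0 lncRNA and 3 mRNA probes after adjustment (1275 and 3917 at an unadjusted p under 0.05). The methods' t-test gave 1 and 1, and limma with a trended and robust variance gave 24 and 158. The row of the slide as a block, an alternative chosen after seeing the data, could not check these counts on all 6 arrays. Row 2 held LBW 2 and LBW 3 alone, so with the block each difference was LBW 1 against the control arrays. With 1 array left out, the lncRNA count was 6 without control 1, 3 without control 2 and 0 without control 3 or any 1 of the LBW arrays, where limma gave between 759 and 1110 at an unadjusted p under 0.05. From the difference between the groups, the paper states that the lncRNA and mRNA profiles of LBW and control kidneys differ.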

A total of 42 lncRNAs were identified to be differentially expressed with more than 2-fold change (Table 3). Among them, 17 and 25 were up and down expressed in LBW rats compared with normal controls, respectively. 

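At the thresholds of the methods, a fold change of at least 2 and an unadjusted p of at most 0.05, limma gave 43 lncRNA probes. Of these, 38 are in Table S1 and 5 are not. The methods' t-test on the same values gave 38 lncRNA probes, and 1 of the tested lncRNA probes passed it after Benjamini-Hochberg adjustment. The background correction moved the number most: with normexp correction, 10 lncRNA probes passed the thresholds.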

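Of the 43 lncRNA probes, 19 were higher and 24 were lower in LBW rats. All 42 lncRNAs of Table S1 had the direction that the table lists. The table was chosen by the study on these same arrays, so this is not independent evidence. Of the 42, 39 were tested and 3 (TCONS_00017327, TCONS_00036328 and TCONS_00049728) were not well above background on all arrays of either group. The lncRNA higher in LBW rats after adjustment was TCONS_00115368, with a log2 fold change of 1.33 (standard error 0.15, adjusted p = 0.0348 from limma). XR_146690.1 had a log2 fold change of 1.45 (standard error 0.18, adjusted p = 0.0518). ENSRNOT00000004831 fell from 5.52 ± 0.13 to 3.98 ± 0.17 (normalized log2 intensity, SD, n = 3 each), a log2 fold change of -1.54 (adjusted p = 0.0128 from limma). TCONS_00031111 and TCONS_00089846 were not well above background on any LBW array (adjusted p = 0.0485 and 0.0287 from limma). Those p values are for the measured differences. Against the lowest level above background of each array, TCONS_00089846 was at least 2.03-fold lower in LBW rats. TCONS_00031111 measured 4.17-fold lower, which is not a bound. Its LBW levels lay just over the lowest level above background of each array, so that level gave no bound. With limma, 9 of the 39 had an adjusted p under 0.05 over all probes, and 39 did when adjusted over the list alone. The second number is not independent evidence either.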

The most down-regulated lncRNAs in the kidneys with low nephron number were TCONS_00098342, TCONS_00075112, TCONS_00106261, TCONS_00031872 TCONS_00139993 TCONS_00134056, TCONS_00025089, and TCONS_00116697 (absolute fold-change ≥5), and the most up-regulated lncRNAs were TCONS_00074456, TCONS_00036328, and TCONS_00017119 (absolute fold-change ≥3), as shown in Table 4. 

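The levels below are means of normalized log2 intensities ± SD over 3 arrays per group. TCONS_00098342 fell from 11.90 ± 0.95 in control rats to 7.39 ± 1.88 in LBW rats, a log2 fold change of -4.51 (standard error 0.91, adjusted p = 0.117 from limma). LBW 2 was at 9.56, above LBW 1 at 6.41 and LBW 3 at 6.20. Its fold change of 22.8 became 48.3 without LBW 2 and 15.1 without LBW 3. TCONS_00116697 fell from 6.48 ± 0.58 to 4.03 ± 0.09, a log2 fold change of -2.44 (standard error 0.27, adjusted p = 0.0298 from limma). TCONS_00075112 was not well above background on any LBW array. Against the lowest level above background it was at least 8.64-fold lower in LBW rats (adjusted p = 0.0367 from limma for the measured difference). For such bounds the dim group was set at the lowest level above background of each array, or at the probe's own level where that was higher. That limit is lenient, since other probes not well above background lay higher. Rbm20 was at 3.14 on LBW 3, where the limit was 2.23. With a stricter limit the bounds would be lower. TCONS_00106261, TCONS_00031872, TCONS_00139993, TCONS_00134056 and TCONS_00025089 had log2 fold changes of -3.16, -2.76, -2.67, -2.55 and -2.45, with adjusted p values between 0.0952 and 0.127. TCONS_00025089 was well above background on 2 of the 3 LBW arrays, and its fold change of 5.46 became 8.24 without control 1. The 60-base probes of TCONS_00031872 and TCONS_00139993 share a stretch of 38 bases, and the probe of TCONS_00098342 shares 23 bases with each of them on the opposite strand. Among the lncRNAs higher in LBW rats, TCONS_00017119 rose from 4.17 ± 0.43 to 5.84 ± 0.34, a log2 fold change of 1.67 (standard error 0.25, adjusted p = 0.0765 from limma). TCONS_00074456 was well above background on 1 of the 3 control arrays, with control levels of 4.17, 0.67 and 0.61 and LBW levels between 4.98 and 5.52, a log2 fold change of 3.44 (adjusted p = 0.168) in which the levels of control 2 and control 3 were not well above background. TCONS_00036328 was not tested, since it was well above background on 1 control array and 2 LBW arrays. Its levels were 2.12 ± 0.71 in control rats and 3.77 ± 0.74 in LBW rats.

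**Figure D1:**
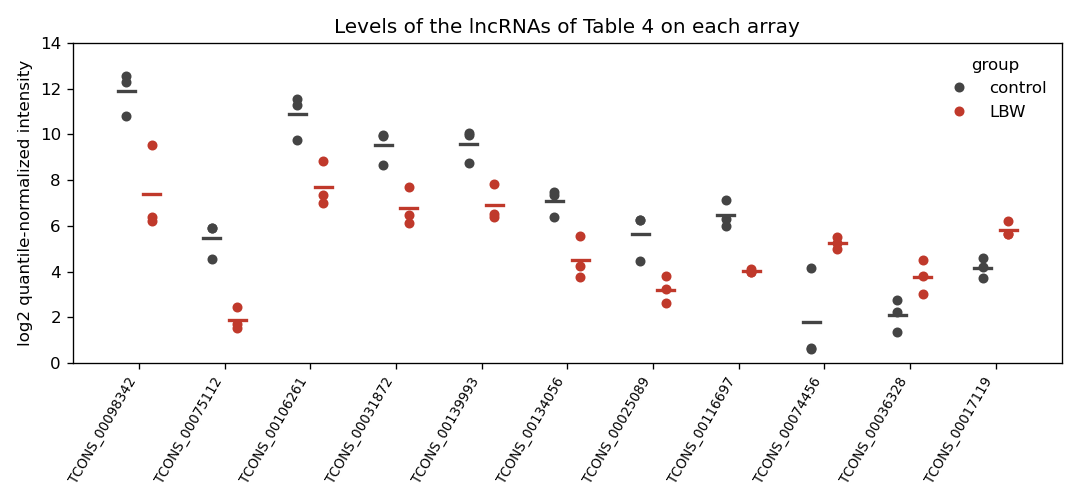
Normalized log2 intensity (vertical axis) of the lncRNAs of Table 4 (horizontal axis) on each array. Points are single arrays, dark grey for control and red for LBW rats, and bars are the means of 3 arrays, with TCONS_00074456 at 4.17 on 1 control array and at 0.67 and 0.61 on the others, and TCONS_00075112 drawn at its measured level on LBW arrays, where it was not well above background.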

The nearest protein-coding gene identified for these lncRNAs using UCSC Genome Browser at a distance of <10 kb is also shown in Table 4. 

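In Table S1, TCONS_00098342 lies on chromosome 4 from 165983643 to 165984534, TCONS_00116697 on chromosome 7 from 127195009 to 127218521, TCONS_00017119 on chromosome 1 from 215808322 to 215808977, and TCONS_00025089 on chromosome 10 from 71300611 to 71301180. The supplement names no genome build for these coordinates. Of the genes that Table 4 lists as nearest, Slfn3 has probes in Table S2. On the coordinates of the supplements, its probe A_44_P294675 is listed 145 bases and its probe A_64_P161399 is listed 1049 bases from TCONS_00025089. Both Slfn3 probes were not well above background on any LBW array. A_64_P161399 was at least 7.46-fold lower and A_44_P294675 at least 3.73-fold lower in LBW rats (adjusted p = 0.117 and 0.145 from limma for the measured differences). Without control 1, which was lower than the other control arrays for both, the bounds became 13.3-fold and 5.87-fold. The bounds fell to 5.22-fold and 3.08-fold without control 2, and to 5.97-fold and 2.86-fold without control 3.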

Hierarchical clustering of the differentially expressed lncRNAs is shown in Fig 2 (n = 3 for each group).

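When the 6 arrays were clustered on the 42 lncRNAs of Table S1 (average linkage on 1 minus Pearson's r), the top clusters were the 3 LBW arrays and the 3 control arrays, an adjusted Rand index of 1.0. These lncRNAs were chosen because they differ between the groups. On the 7535 tested lncRNA probes with a value on every array, the top clusters were control 1 alone and the other 5 arrays, an adjusted Rand index of 0.0. Without control 1, the 5 remaining arrays divided by group, with an index of 1.0.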

**Fig 2:**
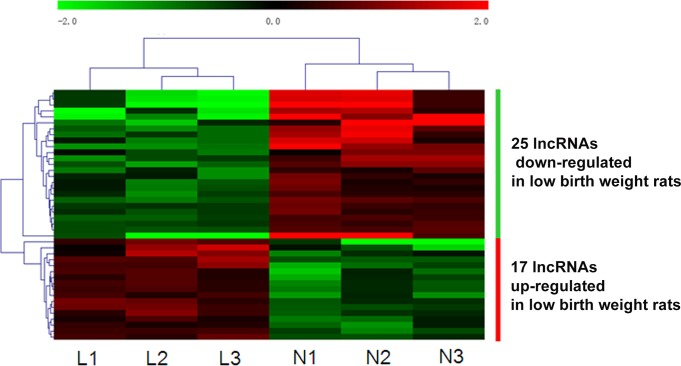
Hierarchical clustering of lncRNAs differentially expressed in kidney between low birth weight and control rates. A hierarchical clustered heat map showing the log_2_ transformed expression values for differentially expressed lncRNAs (absolute fold-change ≥2; *p* ≤0.05) between low birth weight rats (L) and normal controls (C). Three rats were analyzed for each group. The intensity of the color scheme is calibrated to the log_2_ expression values, where red refers to high relative expression and green refers to low relative expression. The bar code represents the color scale of the log_2_ values.

**Table 3:** Relative differential lncRNA and mRNA expression in the kidneys between low birth weight and control rats at postnatal day 10 of life, detected using microarray.

	Fold change ≥2	Fold change ≥4	Fold change ≥6	total
Long non-coding RNA				
up-regulated	16	0	1	17
down-regulated	16	4	5	25
Message RNA				
up-regulated	38	2	1	41
down-regulated	74	7	7	88

**Table 4:** The most down/up-regulated lncRNAs in the kidneys of low birth weight rats compared with normal controls (microarray data).

LncRNA	Regulation	Fold change^a^	Chromosomal localization	Start locus	Stop locus	Associated gene name^b^
TCONS_00098342	down	22.628	4	165983643	165984534	Clec2d
TCONS_00075112	down	11.205	2	158038578	158039601	NA
TCONS_00106261	down	8.905	5	746953	747160	NA
TCONS_00031872	down	6.576	11	56851598	56852246	Phactr4
TCONS_00139993	down	6.351	X	71738347	71738923	Dmd
TCONS_00134056	down	5.669	9	63737838	63744419	Crygb
TCONS_00025089	down	5.473	10	71300611	71301180	Slfn3
TCONS_00116697	down	5.306	7	127195009	127218521	Pim3
TCONS_00074456	up	10.937	2	39476293	39476907	Ercc8
TCONS_00036328	up	3.395	12	35676307	35677577	Myl2
TCONS_00017119	up	3.165	1	215808322	215808977	Keg1

Clec2d, C-type lectin domain family 2, member D; Crygb, crystalline, gamma B; Dmd, dystrophin; Ercc8, excision repair cross-complementation group 8; Keg1, glycine-N-acyltransferase-like 2 (Glyatl2); Myl2, myosin, light chain 2; Phactr4, phosphatase and actin regulator 4; Pim3, Pim-3 proto-oncogene, serine/threonine kinase; Slfn3, schlafen 3; NA, not applicable.

^a^Values indicate the absolute fold-change between low birth weight rats compared with normal controls detected by microarray.

^b^Nearest protein-coding gene identified by using UCSC Genome Browser at a distance of <10 kb.

### LncRNAs are correlated with coding gene expression

To investigate whether lncRNAs might be associated with reduced nephron endowment, correlation analysis between differentially expressed lncRNAs and mRNAs involved in kidney development was performed. Although most of the differentially expressed lncRNAs have not been functionally characterized, we identified 16 lncRNAs correlated with the mRNA expression of mitogen-activated protein kinase 4 (MAPK4) and 6 lncRNAs (TCONS_00116697, TCONS_00031111, ENSRNOT00000004831, TCONS_00115368, TCONS_00049728, and TCONS_00106832) correlated with the expression of both MAPK4 and MAPK10 mRNAs, with most of the pairs presenting a positive correlation. 

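Table S2 holds 2 probes of Mapk4. The probe A_64_P152747 fell from 6.83 ± 0.54 in control rats to 5.71 ± 0.10 in LBW rats (SD, n = 3 each), and the probe A_43_P16031 from 6.85 ± 0.69 to 5.63 ± 0.25, with log2 fold changes of -1.11 and -1.22 (adjusted p = 0.139 and 0.177 from limma). Over the 6 arrays, 16 of the 42 lncRNAs of Table S1 had an absolute Pearson r of at least 0.9 with A_64_P152747, 11 of them positive and 5 negative, and 6 had one with A_43_P16031. By an exact permutation test over the 720 orders of the arrays (two-sided, Benjamini-Hochberg over the 42 lncRNAs), 13 of the 42 lncRNAs had an adjusted p under 0.05 with A_64_P152747 and 0 with A_43_P16031, where 20 had an unadjusted exact p under 0.05. The 13 adjusted p values by this test lay between 0.0486 and 0.0494. These orders mix the groups, and the lncRNAs and Mapk4 were chosen for a group difference, so small p values are partly built in. TCONS_00049728 had the strongest correlation, with r = -0.98 (exact permutation p = 0.00278, adjusted 0.0486) and a Spearman's rho of -0.94 (exact permutation p = 0.0167). It was well above background on 0 of the 3 control arrays and on 2 of the 3 LBW arrays. TCONS_00045737 had r = 0.98 (exact permutation p = 0.00278, adjusted 0.0486) and rho = 0.94 (exact permutation p = 0.0167). Without control 1 and control 2, the arrays farthest from the median of A_64_P152747, 9 of its 16 lncRNAs kept an absolute r of at least 0.9, with r = -0.98 for TCONS_00049728 and 0.88 for TCONS_00045737. For A_43_P16031 the same arrays were farthest, and 0 of its 6 lncRNAs did. This leaves 1 control array against 3 LBW arrays, and 14 of the 26 other lncRNAs also had an absolute r of at least 0.9 with A_64_P152747 over these 4 arrays, so it does not show whether the correlations rest on those arrays. The Mapk10 probe A_44_P482281 fell from 6.03 ± 0.30 to 3.54 ± 0.75 (SD, n = 3 each) and was well above background on 2 of the 3 LBW arrays. It had an absolute r of at least 0.9 with 13 lncRNAs, of which 5 also had one with A_64_P152747 and 2 with A_43_P16031. Without control 2 and LBW 1, the arrays farthest from its median, 11 of the 13 kept an absolute r of at least 0.9, and 14 of the other 29 reached one. With Mapk10, 0 of the 42 exact permutation tests passed the adjustment, where 22 had an unadjusted exact p under 0.05. The arrays in a row of the slide were too few for a correlation within the row.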

Previous studies have revealed that the MAP kinase pathway is essential for normal branching morphogenesis of the ureteric bud in the developing kidney [26, 27]. These results, indicating that one coding gene could correlate with 16 lncRNAs, implicate the inter-regulation of lncRNAs and mRNAs in the kidneys during nephron development. 

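The lncRNAs and Mapk4 were all chosen because they differ between the groups, so the correlation was also computed after each value was centred on the mean of its group. Of the 16 lncRNAs correlated with A_64_P152747, 16 kept the sign of r, with a median size of 0.69 and a range from 0.50 to 0.93, and 2 had an absolute r of at least 0.9. Of the 13 lncRNAs correlated with Mapk10, 11 kept the sign of r, and 0 had an absolute r of at least 0.9. By the exact permutation test of the centred values over the 36 orders within groups, 1 of the 16 had an unadjusted p under 0.05. With A_43_P16031 and with Mapk10, 0 of the correlated lncRNAs did. For TCONS_00049728 and TCONS_00045737 with A_64_P152747, the p by this test was 0.0556. When the values of A_64_P152747 were reordered within the groups, 2 of the 36 possible orders, the real one included, gave 16 or more correlated lncRNAs, and the median was 8.5. For A_43_P16031, 15 of the 36 orders gave at least its 6 lncRNAs, and for Mapk10, 21 of the 36 gave at least its 13. Of the 129 probes of Table S2, 45 (34.9%) had at least 16 correlated lncRNAs, with a median of 11 and a range from 1 to 31. For A_43_P16031, 103 of the 129 probes (79.8%) had at least as many. Without control 3, 34 lncRNAs were correlated with A_64_P152747, and without control 1, 10 were. From one coding gene correlating with several lncRNAs, the paper proposes that lncRNAs and mRNAs regulate each other in the kidney during nephron development.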

The correlation analysis between differentially expressed lncRNAs with the mRNA expression of MAPK4 is shown in Table 5.

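In the authors' table of normalized log2 values, the 16 coefficients of Table 5 were found with the Mapk4 probe A_64_P152747, each within 1e-05, and 0 of them with A_43_P16031. Computed from the intensities, TCONS_00095270, TCONS_00116697 and TCONS_00106261 had r of -0.95, 0.95 and 0.94 with A_64_P152747 (exact permutation p = 0.0153, 0.00417 and 0.0139, adjusted over the 42 lncRNAs 0.0494, 0.0486 and 0.0494). Their Spearman's rho were -0.77, 0.94 and 0.83 (exact permutation p = 0.103, 0.0167 and 0.0583). Without control 1 and control 2, which leaves 1 control array, their r were -0.87, 0.96 and 0.81.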

**Table 5:** The relationship of differentially expressed lncRNAs with the mRNA expression of MAPK4.

LncRNA	r	*P* value
TCONS_00045737	0.97955	0.00062
TCONS_00116697	0.94552	0.00437
TCONS_00106261	0.93735	0.00576
TCONS_00031111	0.93508	0.00619
TCONS_00134054	0.93221	0.00674
TCONS_00031872	0.93182	0.00681
TCONS_00139993	0.93128	0.00692
TCONS_00038464	0.92979	0.00722
ENSRNOT00000004831	0.91042	0.01168
TCONS_00014138	0.90362	0.01349
TCONS_00014139	0.90022	0.01444
TCONS_00049728	-0.98688	0.00026
TCONS_00095270	-0.94912	0.00382
TCONS_00017119	-0.9237	0.00851
TCONS_00115368	-0.90863	0.01214
TCONS_00106832	-0.90277	0.01372

r = Pearson correlation coefficient

MAPK4, mitogen-activated protein kinase 4

### Real-time quantitative PCR validation

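TCONS_00014139 fell from 5.61 ± 0.31 in control rats to 4.52 ± 0.13 in LBW rats (normalized log2 intensity, SD, n = 3 each), a log2 fold change of -1.09 (standard error 0.17, adjusted p = 0.0831 from limma). TCONS_00014138 fell from 5.37 ± 0.38 to 4.31 ± 0.38, a log2 fold change of -1.05 (standard error 0.24, adjusted p = 0.142 from limma). Their 60-base probes share a stretch of 44 bases, and Table S1 gives both the same start, 222340952 on chromosome 1. The listed span of TCONS_00014138 lies within that of TCONS_00014139. TCONS_00038464 fell from 10.56 ± 0.28 to 9.52 ± 0.03, a log2 fold change of -1.04 (standard error 0.15, adjusted p = 0.0710 from limma).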

From the 16 differentially expressed lncRNAs that were significantly correlated with the mRNA expression of MAPK4, we randomly selected 4 of the down-regulated and 1 of the up-regulated lncRNAs with fold change ≥2 (TCONS_00116697, TCONS_00038464, TCONS_0014139, TCONS_00014138, and TCONS_00017119) for qRT-PCR validation. The qRT-PCR results of 3 lncRNAs (TCONS_0014139, TCONS_00014138, and TCONS_00017119) from LBW and control kidneys at p10 (n = 7) were concordant with the microarray data, as shown in Fig 3.

**Fig 3:**
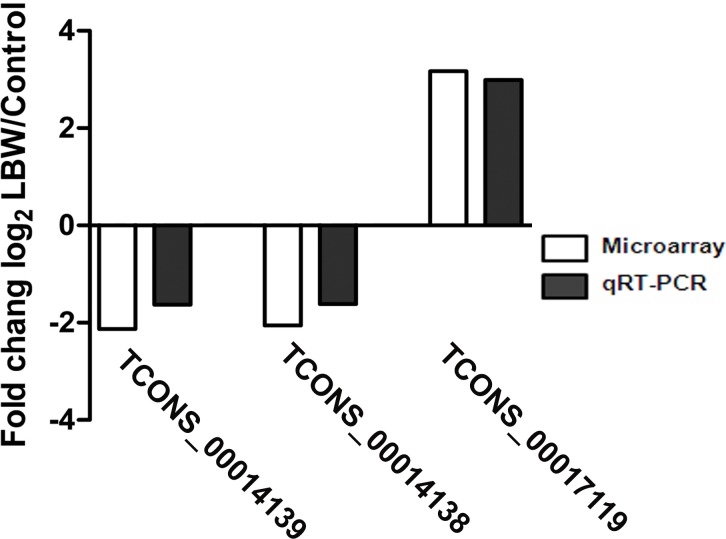
Comparison of microarray and quantitative real-time PCR data for differentially expressed lncRNAs. The qRT-PCR results (n *=* 7) in three lncRNAs are consistent with the microarray data in the kidney obtained at postnatal day 10. The qRT-PCR reactions were repeated three times for every lncRNA. The level of lncRNA was calculated relative to GAPDH. The data are expressed as the log-transformed mean fold changes (Low birth weight/Control).

### LncRNAs are differentially expressed in kidneys of LBW rats at postnatal days 1 and 10

To further investigate whether differentially expressed lncRNAs might be involved in the development of nephron, we analyzed the expression of these three lncRNAs, which were concordant with microarray data and significantly correlated with MAPK4 mRNA, from LBW and normal control kidneys at the two experimental time-points (p1 and p10) by using qRT-PCR. LncRNAs TCONS_0014139 and TCONS_00014138 were down-regulated at p10 after the initial up-regulation at p1, while lncRNA TCONS_00017119 was consistently up-regulated at the two experimental time-points, as shown in Fig 4 (n = 7 for each group at each time point).

**Fig 4:**
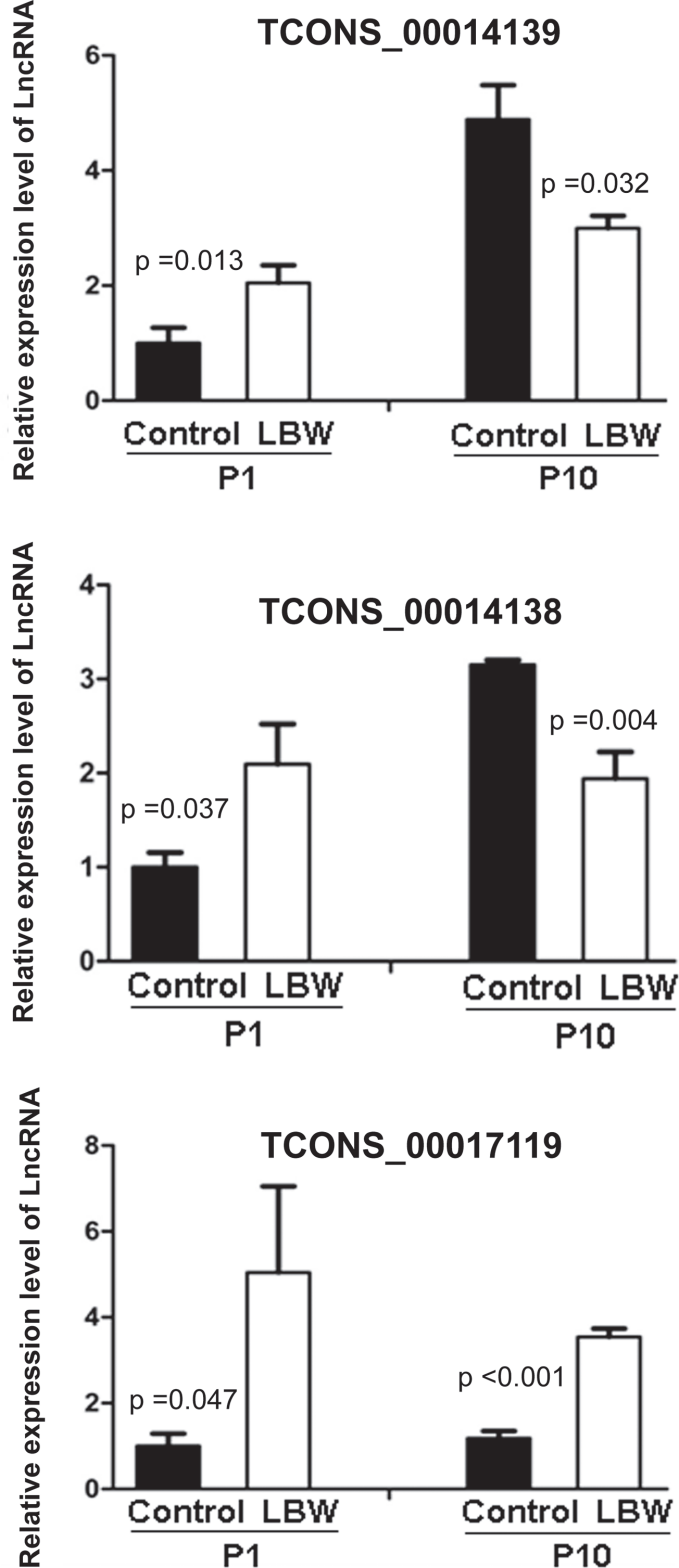
LncRNAs expression in the kidneys of low birth weight rats compared with controls. Comparison of the expression of lncRNAs in kidney between low birth weight (LBW) and control rats at postnatal day 1 (p1) and day 10 (p10) by quantitative real-time PCR. The level of lncRNA was calculated relative to GAPDH. The data are expressed as relative to the controls at p1. Values are means with SEM. *p* values for comparison of lncRNA level between LBW and control rats was calculated by the Student’s t-test (n = 7).

### LncRNAs are correlated with glomerular number at postnatal day 10

The correlations between these three lncRNAs and glomerular number are shown in Fig 5. The total number of glomeruli per kidney was significantly positively correlated with the relative expression level of lncRNAs TCONS_0014139 and TCONS_00014138, but negatively with lncRNA TCONS_00017119, at p10.

**Fig 5:**
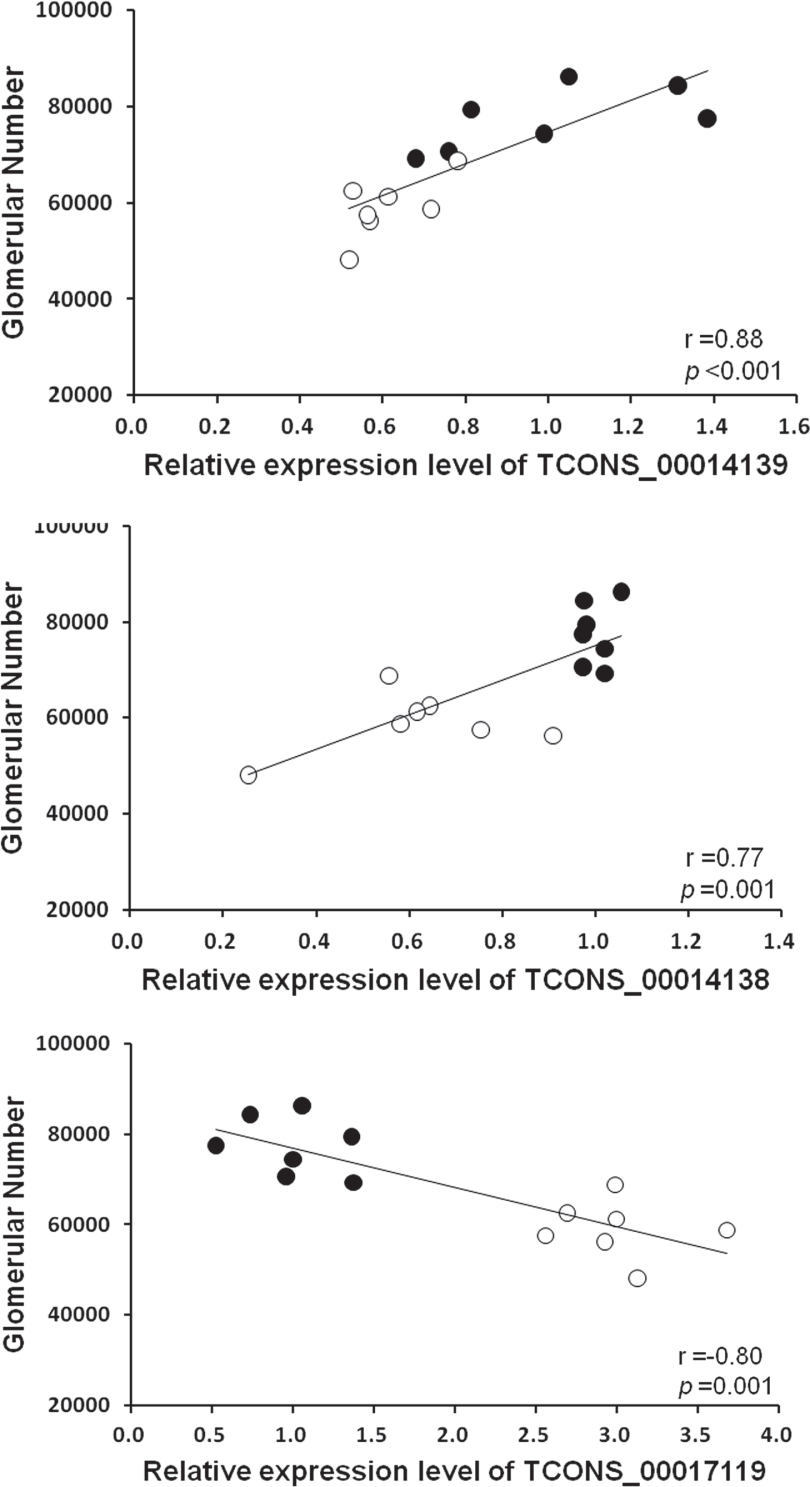
Correlation analysis of lncRNAs expression with glomerular number. The number of glomeruli was positively correlated with the relative expression of lncRNAs TCONS_0014139 (A: r = 0.88; *p* <0.001; n = 14) and TCONS_00014138 (B: r = 0.77; *p* = 0.001; n = 14), but negatively with lncRNA TCONS_00017119 (C: r = -0.80; *p* = 0.001; n = 14) in the kidneys at postnatal day 10 (p10). Black circles, control rats (n = 7); open circles, low birth weight rats (n = 7). The level of lncRNA was calculated relative to GAPDH. The data are expressed as relative to the controls at p10. r = Spearman’s correlation coefficient.

### LncRNAs expression patterns in different tissues at postnatal day 10

To determine whether the differential expression of lncRNAs was specific to the kidneys, we examined the expression level of these three lncRNAs in kidney, liver, brain, and lung tissues, in a separate experiment, from LBW and normal control rats at p10 using qRT-PCR (n = 5 for each group). The expression of lncRNA TCONS_0014139 was negligible in the rat tissues of liver, brain, and lung, suggesting that TCONS_0014139 expression might be specific to the kidneys. LncRNA TCONS_00014138 was detectable in normal liver and lung. However, the expression of TCONS_00014138 in LBW rat tissues of liver (*p* = 0.987) and lung (*p* = 0.212) did not significantly differ from that in controls at p10. LncRNA TCONS_00017119 was detected in rat tissues of liver, brain, and lung, and expressed at high levels in normal liver and lung. As shown in Fig 6, the expression of TCONS_00017119 was higher in normal liver than in kidney (*p* = 0.010). There was a significant decrease in the expression of TCONS_00017119 in liver of LBW rats compared with normal controls at p10 (*p* = 0.009). There was no significant difference in the expression of TCONS_00017119 in normal lung compared with normal kidney (*p* = 0.092). There was also no difference in TCONS_00017119 expression in lung of LBW rats compared with controls (*p* = 0.896). These results indicate that the changes of these potential lncRNAs expression in LBW rats might be specific to the kidneys.

**Fig 6:**
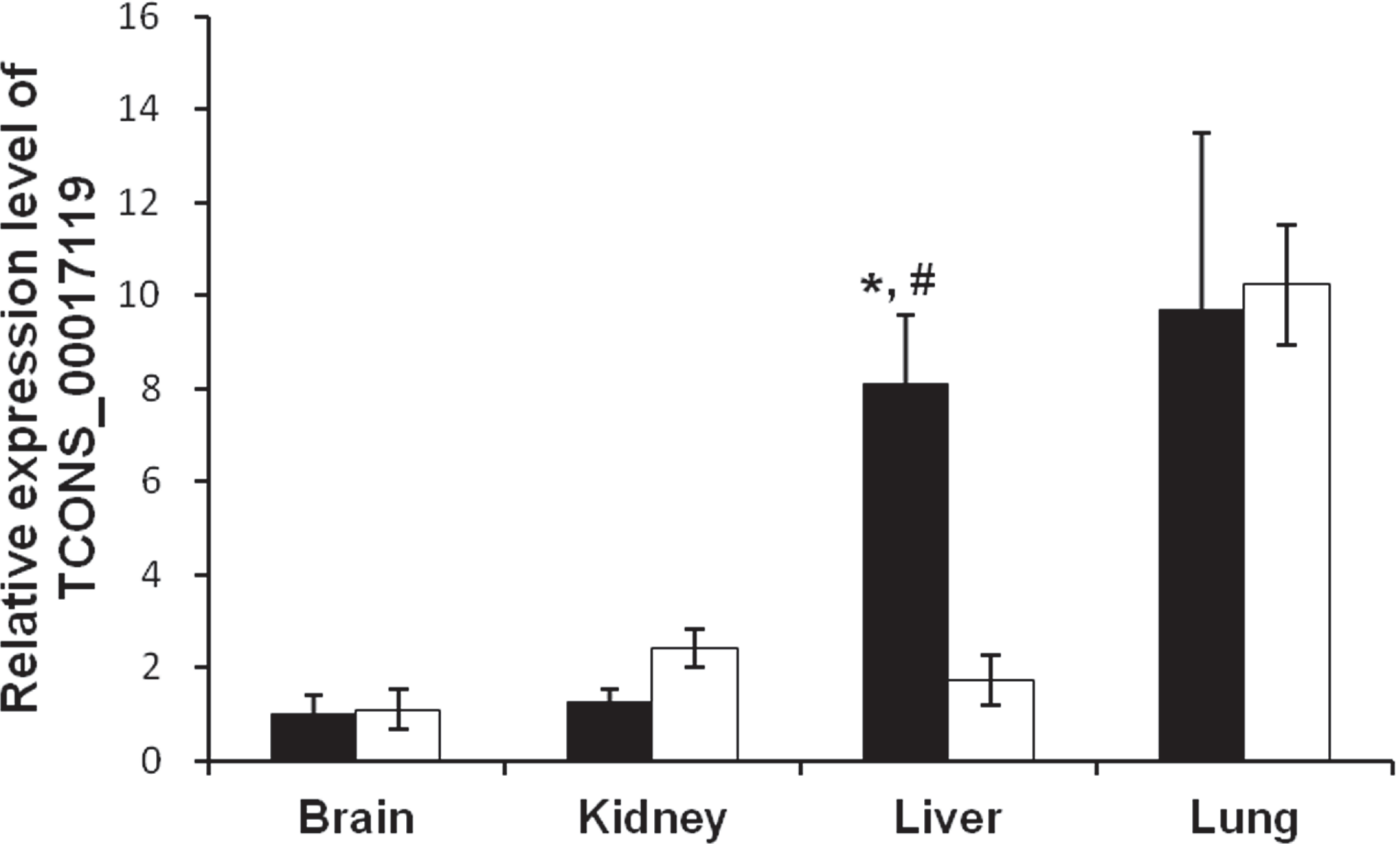
Comparison of lncRNA expression in different tissues. Comparison of the expression of lncRNA TCONS_00017119 in different tissues from low birth weight and control rats at postnatal day 10 by quantitative real-time PCR. The level of lncRNA was calculated relative to GAPDH. The data are expressed as relative to lncRNA level in the brain of normal control rats. Values are means with SEM. *p* Value was calculated by the Student’s t-test. Black bars, control rats (n = 5); open bars, low birth weight rats (n = 5). *p <0.05 vs. low birth weight rats, ^#^p <0.05 vs. normal kidney.

## Discussion

In this study, we have characterized the expression profile of lncRNAs in LBW rat kidneys with reduced nephron endowment, which was induced by maternal protein restriction, using microarray analysis. After confirmation of microarray by qRT-PCR, significant differences in lncRNA expression profiles were observed in the kidney at two time-points of nephron development (postnatal days 1 and 10), thus suggesting that lncRNAs might be involved in reduced nephron endowment.

LncRNAs are generally considered to be expressed at lower levels, compared to protein-coding genes and to be more likely to display a tissue-specific pattern of expression [15, 28, 29]. To identify the significantly up/down-regulated lncRNAs in the kidneys during nephron development, the differential expression of lncRNAs between LBW and control rats was assessed using a microarray with abundant and varied probes accounting for both lncRNAs and coding transcripts. Based on our microarray data, 8,941 lncRNAs were detected above the background in LBW rat kidneys at postnatal day 10, and most of them have not been functionally characterized. Notably, we identified total of 42 lncRNAs that were significantly differentially expressed in LBW rats compared with normal controls, including 25 lncRNAs that were down-regulated and 17 lncRNAs that were up-regulated.

LncRNAs are required for the development of organ, such as the heart and brain [17, 18]. In renal development in rats, the formation of nephrons continues after birth until postnatal days 7–10 [21]. In this study, LBW rats exposed to maternal protein restriction during postnatal nephron development had significantly reduced body weight and nephron endowment. Our findings might suggest that lncRNAs might be involved in reduced nephron endowment. In accordance with our results, it was previously described that lncRNA H19 is developmentally regulated in the kidney and might be responsible for epithelial and mesenchymal interactions [20]. Nephrogenesis, the formation of nephrons, commences when the ureteric bud invades the metanephric mesenchyme, causing the ureteric bud to grow and undergo branching [21].

Among a number of randomly selected differentially expressed lncRNAs validated by qRT-PCR, 3 lncRNAs (TCONS_00014139, TCONS_00014138, and TCONS_00017119), which were concordant with the microarray data, were selected for comparison analysis between LBW and control kidneys at the two time-points of postnatal days 1 and 10 using qRT-PCR. The dynamic change of these potential lncRNAs expression during postnatal nephron development and the significant correlation between the differentially expressed lncRNAs and glomerular number may provide evidence that lncRNAs might play significant biological roles in reduced nephron endowment.

Although the biological functions of these three lncRNAs remain unclear, they have a close relationship with the mRNA expression of MAPK4. The protein encoded by the mRNA is a member of the MAP kinase family. This kinase pathway is essential for the normal branching morphogenesis of the ureteric bud in the developing kidney [26, 27]. In this study, the qRT-PCR results demonstrated that these three lncRNAs were aberrantly expressed in LBW kidneys at both postnatal day 1 and 10. We propose that these three lncRNAs might play a role in reduced nephron endowment by interacting with MAPKs or contributing to the regulation of other genes. Further studies are required to identify the functional role of these potential lncRNAs in nephron development and to determine how these lncRNAs are involved in the regulation of related genes.

## Conclusions

This is the first study to examine the expression profiles of lncRNAs in LBW rats during postnatal nephron development. A number of lncRNAs were aberrantly expressed at two time-points of nephron development in the kidneys of LBW rats with reduced nephron endowment compared with normal controls. Our data indicate that these lncRNAs might play a potential role in impaired nephron endowment and provide a basis for future investigations on nephron development.

## Supporting Information

S1 Table LncRNAs differentially expressed in the kidneys of low birth weight rats compared with controls at postnatal day 10. (XLS) Click here for additional data file.

S2 Table mRNAs differentially expressed in the kidneys of low birth weight rats compared with controls at postnatal day 10. 

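At a fold change of at least 2 and an unadjusted p of at most 0.05, limma gave 186 mRNA probes, 58 higher and 128 lower in LBW rats. Of these, 128 are in Table S2 and 58 are not. Table S2 lists 129 probes, all of which were tested and had the listed direction. Of these, 30 had an adjusted p under 0.05 over all probes by limma, and 129 when adjusted over the list alone, which was chosen on the same arrays. The methods' t-test gave 131 mRNA probes. With normexp correction limma gave 18, without a filter on dim probes 375, and with probes above background on all arrays 93. Cml3 fell from 8.39 ± 0.20 in control rats to 5.62 ± 0.24 in LBW rats (SD, n = 3 each), a log2 fold change of -2.77 (standard error 0.16, adjusted p = 0.00396 from limma). Sult1b1 and Hnmt were not well above background on any LBW array and were at least 6.28-fold and 4.53-fold lower (adjusted p = 0.0150 and 0.0128). Ugt2b and Olr666 were likewise not well above background on any LBW array and were at least 3.37-fold and 1.65-fold lower (adjusted p = 0.00303 for both). Their LBW levels lay between 0.60 and 0.65 and between 0.56 and 0.77, so their LBW spread is that of levels not well above background. A_64_P009237 and A_64_P022255 were not well above background on any control array and were at least 6.38-fold and 2.07-fold higher in LBW rats (adjusted p = 0.0128 and 0.0461). For probes with a bound, the p values are for the measured differences and not for the bounds. The bounds use the lowest level above background of each array, a lenient limit. Olr1331, well above background on 1 of the 3 control arrays, was 4.45-fold higher (adjusted p = 0.0128). RGD1565779 rose from 6.45 ± 0.29 to 8.04 ± 0.19, a log2 fold change of 1.60 (standard error 0.17, adjusted p = 0.0287). P2rx7 rose from 3.55 ± 0.24 to 5.14 ± 0.23, a log2 fold change of 1.59 (standard error 0.17, adjusted p = 0.0287).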

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

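Kidney RNA of 3 LBW and 3 control rats at postnatal day 10 was measured on one-colour Agilent arrays, 1 per rat. The authors processed the images with Feature Extraction 10.7.1.1 and deposited for each spot an intensity after background subtraction and detrending within the array, the raw mean and background intensities, and flags. They also deposited a table of log2 values that were quantile normalized between arrays in GeneSpring GX. That table correlated with the log2 intensities of the same array at 0.999 or more across probes and was used as an alternative. The flags mark spots well above background, saturated spots and outliers.

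The processed intensities were quantile normalized over the 61411 non-control spots, set to at least 1, and put on the log2 scale. Outlier spots were left out, between 570 and 646 per array, and the spots of a probe were averaged. Probes named as custom probes were taken as lncRNAs (9984) and the catalogue probes as mRNAs (30367), as in Tables S1 and S2. Probes well above background on all 3 arrays of at least 1 group, 33608 in all, were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 values), two-sided, with Benjamini-Hochberg adjustment over all tested probes. Adjusted p values in the text come from this limma test. Correlations, clustering and permutation tests used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

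The design set before the data were examined did not say how a probe with several spots counts as well above background. At least a 0.5 share of its kept spots was required, a share chosen before any limma test but not blind to the data. The authors' normalized values had by then been looked at with a t-test, and the share was put to use after the search described next, whose output also showed how many probes of Tables S1 and S2 each rule keeps. In that search, 90 combinations of a scanner flag, a way to combine the spots of a probe and a number of arrays were compared with the numbers of detected probes that the paper gives, and 1 of them gave both numbers: any spot of a probe well above background on at least 1 array. The paper's text does not state the rule. A few filters were then tried in the same way on the authors' values with the methods' t-test. None of these replaced the rule of a 0.5 share.

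The limma step was tested on simulated data with the 33608 probes and 3 arrays against 3. Of 200 probes changed by 2 on the log2 scale, 180 were recovered at an adjusted p under 0.05, and 10 unchanged probes were called. The simulated noise was independent between probes, and each probe had the same spread in both groups. No smaller change was simulated, so the recovery does not carry over to changes near 2-fold. Between 79.9% and 83.6% of the spots of an array were well above background. With 3 arrays per group, an exact permutation test cannot give a p under 0.1, and the number of arrays limits the precision. Whether samples with the same replicate number vary together was checked, and is given with the alternatives.

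Correlations with Mapk4 and Mapk10 were computed over the 6 arrays for all 42 lncRNAs of Table S1, including the 3 that were not tested, and for both Mapk4 probes of Table S2. Exact permutation tests covered the 720 orders of the arrays, or the 36 orders within groups for centred values. Genes named in the text are the lncRNAs of Tables 4 and 5 and of the qRT-PCR, the Mapk4 and Mapk10 probes, the nearest genes of Table 4 with a probe in Table S2, and up to 5 lncRNA and 5 mRNA probes per direction with the highest fold change past the adjusted threshold, or past the methods' thresholds without overlap of the groups where fewer than 5 passed it. TCONS_00017327, XR_146536.1, XR_146645.1, XR_146332.1, A_44_P654845, the control spots, the interferon genes and the genes near lncRNAs were named after their values were seen.

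Alternatives set before the data were examined were another normalization (75th percentile), normexp background correction with an offset of 50, the authors' normalized values, 3 other filters on dim probes, outlier spots kept, the methods' t-test, a trended and robust variance, a replicate block, adjustment by class of probe, each array left out, and for correlations Spearman's rho, centred values and the linear scale. No result is given here for adjustment by class of probe. Alternatives chosen after seeing the data were the slide row as a block, the rule of any spot above background, and the authors' values with the methods' t-test under 3 filters. Gene set tests and the levels of sex-linked genes, H19 and Mest were planned and were not run, since the probes used here carry gene names only through Tables S1 and S2. A slide block was not run, since all arrays lay on 1 slide. Measurements by qRT-PCR, body weight and glomerular number are not analysed here.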

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

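The test of the 63 probes below was chosen after the result was seen.

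In data outside the tables of the paper, 5 lncRNA probes not in Table S1 and 58 mRNA probes not in Table S2 differed at least 2-fold between LBW and control kidneys at an unadjusted p of at most 0.05 by limma. Of these 63 probes, 4 lncRNA and 17 mRNA probes were higher and the others lower in LBW rats, and 0 had an adjusted p under 0.05 by limma. In 10 of them the probe was not well above background on any array of 1 group. With the methods' t-test 3 of the 63 passed the same thresholds. This does not decide between a weak difference and noise, because Tables S1 and S2 were themselves made with that test on the authors' values of the same arrays, and these probes are what that selection left out. Limma draws the spread of each probe towards that of all probes, and the median of the higher SD of the 2 groups was 0.89 for these probes and 0.43 for the probes of Tables S1 and S2. A technical difference between single arrays and a biological difference between LBW and control rats both stay open.

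The lncRNA probe CUST_21377_PI429483654 was at 7.35 on control 1, 1.42 on control 2 and 1.33 on control 3, and between 7.87 and 8.23 on the LBW arrays (log2 fold change 4.74, standard error 1.49, adjusted p = 0.219 from limma). CUST_10435_PI429484123 was at 4.40, 1.08 and 1.52 on the control arrays and between 4.77 and 5.35 on the LBW arrays (log2 fold change 2.76, standard error 0.79, adjusted p = 0.194 from limma). Both were well above background on control 1 and not on control 2 or control 3, so these fold changes rest partly on levels that were not well above background. No explanation of this pattern was tested.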

How the results depend on the processing

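The slide row as a block, the rule of any spot above background and the combinations of the authors' values with the methods' t-test were chosen after seeing the data. The others were set before the data were examined.

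In the main analysis 43 lncRNA and 186 mRNA probes passed the methods' thresholds, and 10 and 38 had an adjusted p under 0.05. The 10 splits of the 6 arrays into 3 and 3 cannot exclude chance. The real split gave the highest number for each of these 4 counts (1 of 10 splits), and the other splits gave 2 to 21 lncRNA and 21 to 49 mRNA probes past the thresholds and 0 after adjustment.

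With normexp correction, 10 lncRNA and 18 mRNA probes passed the thresholds, and 89 mRNA probes had an adjusted p under 0.05. Of those past the thresholds, 3 lncRNA and 2 mRNA probes were higher in LBW rats, against 19 and 58 in the main analysis. Of those past the adjusted threshold, 4 lncRNA probes were higher and 6 lower, and 21 mRNA probes higher and 68 lower, against 1 and 9 and 15 and 23. With the authors' values, 2 lncRNA probes were higher and 7 lower past the adjusted threshold. With normexp, 9 lncRNAs of Table S1 and 14 probes of Table S2 passed, against 38 and 128. The offset of 50 added by this correction shrinks the fold changes of dim probes.

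With the filter on 1 array, 310 mRNA probes passed the thresholds, and 3 lncRNA and 15 mRNA probes had an adjusted p under 0.05. With the filter on all arrays, 93 mRNA probes passed, 73 of them in Table S2. Without a filter, 375 mRNA probes passed the thresholds, and 0 lncRNA and 3 mRNA probes had an adjusted p under 0.05 by limma, with 1275 and 3917 at an unadjusted p under 0.05. With any spot above background on 1 array, 308 mRNA probes passed, and 3 and 15 had an adjusted p under 0.05. These filters change how many dim probes are tested.

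With the methods' t-test, 1 lncRNA and 1 mRNA probe had an adjusted p under 0.05. With a trended and robust variance, 24 and 158 did. The authors' values with the methods' t-test gave 0 lncRNA and 1 mRNA probe after adjustment under each of the 3 filters, with 1106 and 3710 at an unadjusted p under 0.05 with any spot above background on all arrays of a group. With the row of the slide as a block, 288 mRNA probes passed the thresholds, and 0 lncRNA and 7 mRNA probes had an adjusted p under 0.05, with 544 and 2017 at an unadjusted p under 0.05. For the trended variance, the t-test and the row, the cause was not tested.

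Replicate numbers did not pair the samples. The deviations from the group means of samples with the same number correlated at 0.03, 0.06 and -0.01. With a replicate block, 46 lncRNA and 199 mRNA probes passed the thresholds, and 0 and 0 had an adjusted p under 0.05 by limma, with 1071 and 3767 at an unadjusted p under 0.05.

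For Mapk4 probe A_64_P152747, the 16 correlated lncRNAs became 2 when values were centred on the groups. For A_43_P16031, the 6 became 12 with Spearman's rho, 1 when centred and 3 with the filter on all arrays. For Mapk10, the 13 became 3 with Spearman's rho and 0 when centred. For both Mapk4 and Mapk10, the 5 with A_64_P152747 became 0 with Spearman's rho, 0 when centred, 2 on the linear scale and 2 with the filter on all arrays, and the 2 with A_43_P16031 became 0, 0, 1 and 0. The share of Table S2 probes with at least as many lncRNAs as A_64_P152747, 34.9%, became 7.75% with Spearman's rho. The cause was not tested.

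With each array left out in turn, between 45 and 60 lncRNA and between 223 and 277 mRNA probes passed the thresholds, and between 0 and 6 lncRNA and between 3 and 19 mRNA probes had an adjusted p under 0.05. The adjusted lncRNA count was 0 without control 3 and without each LBW array. Between 31 and 39 lncRNAs of Table S1 and between 111 and 122 probes of Table S2 passed, and between 7565 and 7707 lncRNA and between 26134 and 26327 mRNA probes were detected. Between 10 and 34 lncRNAs were correlated with A_64_P152747, 10 without control 1 and 34 without control 3. For A_43_P16031 the number was between 5 and 25, with 12 without LBW 3 and 25 without control 3. With both Mapk4 and Mapk10 it was between 4 and 14 for A_64_P152747 (10 without LBW 3, 14 without control 3) and between 2 and 14 for A_43_P16031 (3 without LBW 1, 7 without LBW 3, 14 without control 3). The rank of Mapk4 was between 1.55% (without control 3) and 76.0% (without control 1). The adjusted Rand index of the arrays was between 1.0 and 1.0 on Table S1 lncRNAs and between -0.15 and 1.0 on all tested lncRNA probes (1.0 without control 1). The difference of the Rat-GAPDH control spots was between -0.42 and -0.26.

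Of the 41 named probes, 39 were tested, and none of these 39 changed direction under any alternative in which it was tested. In the main analysis 16 of them had an adjusted p under 0.05 by limma. With the methods' t-test and with a replicate block 16 lost it, with normexp 11 and without a filter 13. With the filter on 1 array 8 lost it, and with each array left out between 8 and 13. Gene set tests, sex-linked genes, H19 and Mest, a slide block and normexp for the control spots were not run. Dim probes limit these results: probes not well above background in a group have at most a bound, and they enter or leave with the filter.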

Differences from the paper's values

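The combinations of the authors' values with the methods' t-test and the rule of any spot above background were chosen after the values were seen.

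In the authors' values, the 16 coefficients of Table 5 match the Mapk4 probe A_64_P152747, and 0 of them match A_43_P16031. With A_64_P152747, 16 lncRNAs were correlated with Mapk4, the paper's number, and 5 with both Mapk4 and Mapk10, which became 6, the paper's number, with the authors' values, with outlier spots kept, without control 2 and without LBW 1. The numbers for A_43_P16031 below are those of a probe that Table 5 does not match, so their distance from the paper's numbers is not a discrepancy. For A_43_P16031, 6 lncRNAs were correlated, and the paper's number for Mapk4 is 16. Among the alternatives set before the data were examined, Spearman's rho and leaving out LBW 3 gave 12, within 1.5 times of the paper's number. The others, which were the 75th percentile, normexp, the authors' values, outlier spots kept, centred values, the linear scale, the 3 other filters and each of the other 5 arrays left out, did not. For both Mapk4 and Mapk10 with A_43_P16031, 2 lncRNAs were correlated, and the paper's number is 6. Of the same alternatives, leaving out LBW 3 gave 7 and the others did not come within 1.5 times.

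The thresholds gave 43 lncRNA and 186 mRNA probes in the main analysis. With the authors' values, the methods' t-test and any spot of a probe above background on all 3 arrays of a group, a setting chosen after seeing the values, 42 lncRNA probes (17 higher, 25 lower) and 129 mRNA probes (41 higher, 88 lower) passed, which are the paper's numbers, and 42 and 129 of them are the probes of Tables S1 and S2. Detection by any spot of a probe on at least 1 array, a rule chosen after seeing the values, gave the paper's 8941 lncRNAs and 27697 coding transcripts.

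In the main analysis 4 lncRNAs of Table S1 and 1 probe of Table S2 did not pass the thresholds. TCONS_00017327, TCONS_00036328 and TCONS_00049728 were not tested. They passed with the filter on 1 array, without a filter and with any spot above background, the last chosen after seeing the values, and TCONS_00036328 also without LBW 2 and TCONS_00049728 without LBW 3. XR_146536.1 had a log2 fold change of -0.92. It passed with the authors' values, with outlier spots kept, without control 3, without LBW 1 and without LBW 2. A_44_P654845 had a log2 fold change of -0.99. It passed with the authors' values, without control 1 and without LBW 3. All of these passed with the authors' values and the methods' t-test under each of the 3 filters.

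The axis of Fig. 3 is labelled as log2 fold change. Its microarray bars, about -2.1 for TCONS_00014139, about -2.1 for TCONS_00014138 and about 3.2 for TCONS_00017119, read by eye, match the linear fold changes of -2.12, -2.08 and 3.19 found here. On the log2 scale the values here are -1.09, -1.05 and 1.67.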

Other observations

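Tests chosen after the result was seen are those of the 3 lncRNAs with shared probe sequence and of the 2 of them that share it on the same strand, of the other 2 lncRNAs against them, of TCONS_00014138 with TCONS_00014139, of the nearest pair at each locus and of the control spots under other normalizations.

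The number of lncRNAs correlated with Mapk4 probe A_64_P152747 was compared with that from reordering its values within the groups. The share of the 36 orders with at least as many was 0.0556, so the difference between the groups that all listed probes share cannot be told apart from a relation within the groups with 3 arrays each. For A_43_P16031 and Mapk10 the shares were 0.417 and 0.583.

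TCONS_00098342, TCONS_00106261, TCONS_00031872, TCONS_00139993 and TCONS_00045737, on different chromosomes, had parallel levels over the 6 arrays, lower on control 3 than on the other control arrays and higher on LBW 2 than on the other LBW arrays. The tables argue against an error of 1 array, since the lowest correlation of any pair after centring on the groups was 0.757 with any array left out, and the nearest spots of different probes lay 14.1 spots apart. Shared probe sequence was predicted to explain all 5, and 3 of their pairs share at least 20 of 60 bases, against a median of 6 over the 861 pairs of Table S1 probes. TCONS_00031872 and TCONS_00139993 share 38 bases on the same strand, so these 2 probes may read the same or near-identical transcripts. TCONS_00098342 shares 23 bases with each of them on the opposite strand, which does not show that it reads the same transcript, so for the 3 together this stays open. The probes of the other 2 share at most 8 bases with them, and the transcripts outside the probes were not compared, so this stays open. Whether a sequence repeated in many transcripts is read cannot be told apart, since 1 other probe shares at least 16 bases, and its centred correlation with the 3 was 0.316. Parallel levels alone are not rare with 6 arrays: 483 of 33537 tested probes (1.44%) had a centred r over 0.9 with the mean of the 3. A biological difference between animals stays open and was not tested.

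TCONS_00014138 and TCONS_00014139, both measured by qRT-PCR in the paper, share a stretch of 44 of 60 probe bases on the same strand and the same start. Table S1 lists TCONS_00014139 from 222340952 to 222348628 and TCONS_00014138 from 222340952 to 222343761 on chromosome 1. The second span lies within the first, so they are listed at 1 locus and are not 2 separate loci. Whether their probes read the same transcript stays open, and their levels do not decide it. Their centred r was 0.89, and 24 of the 861 pairs of Table S1 probes, this one included, had one at least as high. Of the 861 pairs, 5 share at least 20 bases. The pair not named above is XR_146645.1 with XR_146332.1, both higher in LBW rats. Their probes share 28 bases on the same strand and had a centred r of 0.998. They may also read the same or near-identical transcripts, which the levels do not decide.

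Probes chosen on 4 arrays were followed on the pair of arrays left out. Over the 9 such pairs, between 64.6% and 79.6% of them kept their direction. With LBW 1, which shares row 1 of the slide with the control arrays, left out with a control array, at least 72.4% did. This rests on 1 LBW array, so the row of the slide and the group cannot be told apart.

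Of Table S2, 6 genes named as interferon-induced (Usp18, Ifit1, Irf7, Oas1i, Oasl2 and Rtp4, picked by name from the table, which was itself chosen on these arrays) are all lower in LBW rats. After centring on the groups, their levels correlated with each other at a mean of 0.53, and 0.43% of 10000 random lists of 6 genes from Table S2 had as high a mean. Rtp4 was well above background on 0, Ifit1 on 1 and Usp18 probe A_64_P157059 on 2 of the 3 LBW arrays, so part of these centred values is below background, and whether the genes follow 1 shared programme stays open. A difference in cell makeup between samples was not tested.

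On the coordinates of the supplements, 5 lncRNAs of Table S1 lie within 100 kb of genes of Table S2, in 7 pairs, 6 of which change in the same direction. The median centred correlation of the 7 pairs was 0.65, and 0.66% of 10000 random draws of pairs were as high. Several pairs share a probe, so this draw is too narrow, and the test was repeated after its result was seen with the nearest pair at each of the 4 loci. Their median was 0.60, and 2.28% of random draws were as high. In 2 of these 4 pairs the gene's probe was not well above background on any array of 1 group, Mlc1 on the control arrays and Slfn3 on the LBW arrays, so both medians rest partly on values below background and shared transcription between neighbours stays open. TCONS_00116697 and Mlc1 had opposite directions between the groups and a centred r of 0.93, which includes such values, while TCONS_00096024 and Grm7 had one of 0.01.

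The Rat-GAPDH control spots, which the paper does not report on, were dimmer on LBW arrays. Rat-GAPDH_3 was at 14.10 ± 0.15 on control and 13.76 ± 0.13 on LBW arrays (log2, SD, n = 3 each), and Rat-GAPDH_5 at 12.55 ± 0.06 and 12.23 ± 0.08. For the 2 Rat-PGK1 control probes the differences were -0.29 and -0.41 on the log2 scale. Under the 3 normalizations the difference of Rat-GAPDH_3 nearest 0 was -0.34, but these normalizations are close to one another, so scaling between arrays stays open. The 741 tested probes within 1 of its level on the log2 scale had a median difference of 0.0268, and 10.8% of them were as low as Rat-GAPDH_3. A median near 0 over probes that go both ways does not decide whether bright probes shifted, so this stays open. GAPDH is the reference of the paper's qRT-PCR, which is not analysed here.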
